A study of Danio rerio with 24 samples. Its data were reported in "Epigenetic regulators Rbbp4 and Hdac1 are overexpressed in a zebrafish model of RB1 embryonal brain tumor, and are required for neural progenitor survival and proliferation" (2018).

How the data were processed

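RNA was sequenced from brain tumors of adult zebrafish in which the retinoblastoma 1 gene (rb1) had been targeted in somatic cells with TALENs, which are designed nucleases, so that each animal was a mosaic of cells with and without rb1 lesions. The tumors came from 10 fish of the WIK strain aged 6.5 to 10 months per the labels. Normal tissue came from 2 pools of 3 brains each of wild-type siblings of the same age range. In every fish the tissue was taken from one side of the brain, between the diencephalon and the rear of the cerebellum. Libraries were made from total RNA with the Illumina TruSeq version 2 chemistry. Each RNA sample gave 2 libraries, named a and b, which were sequenced in different lanes. This gave 24 libraries for 12 RNA samples.

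The count table holds whole-number read counts per Ensembl gene, deposited by the authors without normalization. For the larval libraries of the same study, the authors aligned short single-end HiSeq reads to the zebrafish assembly GRCz10 with GSNAP, kept uniquely mapped reads and counted them per gene with HT-Seq on the Ensembl annotation of that assembly. The same steps were assumed for the tumor libraries, for which they are not stated separately. Because only uniquely mapped reads were counted, reads shared by near-identical gene copies are missing from the counts, and the values of recently duplicated zebrafish genes such as the a and b copies of one ancestor are uncertain to that extent. Whether the counting used strand is not stated, so genes that overlap another gene or an antisense transcript are uncertain as well. The FPKM table holds values that the authors computed by dividing counts by the exonic length of the gene and the total counts of the library. Recomputing FPKM from the deposited counts, lengths and totals gave a largest relative difference of 3.5e-07. The deposited lengths are in base pairs of summed exons, a column of another unit used here only to recompute FPKM and to form classes of gene length. The comparison table deposited by the authors comes from DESeq2 and holds log2 fold changes of tumor over control with standard errors, p-values with their Benjamini-Hochberg adjustment, and a mean signal of normalized counts per gene. How the a and b libraries entered that comparison is not stated.

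The count table has 32266 genes, of which 28548 had a count in at least 1 library. Of the rows, 3501 share their gene symbol with another row, so genes were handled by Ensembl identifier. Gene symbols were taken from the deposited tables. Library totals ran from 8.79 to 12.8 M (mega) counts. The counts of libraries a and b with the same label were summed, which gave 12 samples. Total counts were 22.5 ± 1.96 M per tumor (SD, n = 10) and 19.8 and 21.04 M in the pools. The 10 most abundant genes took 4.19% to 7.44% of a library. A floor of 3 counts corresponds to 0.120 to 0.162 CPM (counts per 1 M counts) in a sample, and floors cover counting error only, since the reads carry no molecular identifiers.

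The test between 10 tumors and 2 control pools was the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM scaling, the filterByExpr filter and Benjamini-Hochberg adjustment. A gene was called at an adjusted p of at most 0.01 and a change of at least 1.5-fold, the thresholds of the study. The design, the gene lists, the rule for named genes and most of the alternatives were chosen before the data were examined. The alternatives were DESeq2 1.42.0, limma 3.58.1 with voom and sample quality weights, RLE, upper quartile and library size scaling, no filter, a filter of at least 10 counts in every sample, library a or b alone, all 24 libraries as separate samples with the letter as covariate, limma on log2(FPKM + 1) and log2(FPKM + 0.1), an adjusted p of at most 0.05 without a fold threshold, the edgeR test against a 1.5-fold change (glmTreat), leaving out each sample in turn, and a block on replicate numbers. Summing the control libraries by letter, in edgeR and in DESeq2, and DESeq2 with shrunken fold changes were added after seeing the data.

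Pairs of libraries were compared by a chi-square of their counts over genes with at least 10 counts in the pair, divided by the degrees of freedom, which is near 1 where only sampling noise separates them. By this measure the control libraries paired by letter and not by the number of their pool. The fit was kept as designed, with control libraries summed by label, and the fit with control libraries summed by letter is given beside it. Standard deviations of control values were taken over the 2 sums of same-letter libraries, because libraries of one letter did not differ beyond sampling noise. A fit of library a or b alone then holds control libraries that do not differ beyond sampling noise.

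Named genes are the panel of 16 genes that the study followed, the 5 largest rises and 5 largest falls among called genes with a mean of at least 10 CPM in the higher group and all tumors on one side of both pools, members of the 3 lists of the study that were called opposite to the list (at most 5 per list), and called members of the RB pathway, NuRD and PRC2 lists. Any other gene named was chosen after its values were seen. The lists of the study were the zebrafish symbols of 60 genes high and 60 genes low in the human OLIG2+/SOX10+ subtype of central nervous system primitive neuroectodermal tumor (CNS-PNET) and 132 E2F targets. The study chose the E2F targets as changed in these libraries and reported most panel genes as changed in them, so neither list is independent evidence. The other lists, made from general knowledge, covered the RB pathway, NuRD subunits, PRC2 subunits, mature neurons, mature oligodendrocytes, oligodendrocyte precursors, radial glia, microglia and macrophages, T cells, erythrocytes, endothelium, skeletal muscle, photoreceptors, cerebellar granule cells, Purkinje cells, germline and meiosis, p53 targets, hox genes and forebrain genes. With the panel this made 23 lists. Symbols were matched to the deposited symbols, and between 83.3% and 100.0% of the members of a list matched. Lists were tested with camera at a preset correlation of 0.01, with fry, and with camera at an estimated correlation, each with Benjamini-Hochberg adjustment over the lists.

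Relations across the 10 tumors were tested for 4 pairs of measures on log2 CPM with Pearson's r and Spearman's rho, each with a two-sided permutation test of 100000 resamples, and recomputed without the 2 tumors farthest from the median of the first measure. Log2 CPM had a prior count of 2 for summed samples and 1 for single libraries. For shifts of whole chromosomes, the genes with a mean log2 CPM over 2 were placed through a RefSeq gene table of the assembly GRCz12tu, which is not the assembly of the counts. Of 13855 such genes, 11848 (85.5%) could be placed, on 25 chromosomes. Only the grouping and order of genes were used, and a chromosome is referred to by named genes it carries. The shift was the median over its genes of log2 CPM minus the median of the 10 tumors, computed in libraries a and b separately, and compared with 10000 permutations of genes over chromosomes. Shifts were taken as present at an adjusted p of at most 0.05 and a size of at least 0.1 in both libraries. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 was used for these steps.

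Each procedure was tested on simulated data. In counts simulated for 20957 genes with 200 changed, the edgeR test recovered 77 in their direction, 66% of those changed 4-fold and 11% of those changed 2-fold, and called 0 of 20757 unchanged genes, of which 957 had an unadjusted p under 0.05. In data with no change it called 0 of 20549 genes, with 1005 (4.89%) at an unadjusted p under 0.05. Genes planted at 4-fold had a median log2 fold change of 2.06. Camera gave a p of 1.25e-131 for a planted set of 40 genes and 0.874 for a random set, in the same 20957 genes. A chromosome shift of 0.2 planted in 11848 genes was recovered as 0.19, with 0 of the other pairs of tumor and chromosome called. Simulated libraries of one sample had a chi-square of 0.99 per degree of freedom over 19262 genes, and simulated libraries with added spread had 13.1 over 19192 genes. Of 200 unrelated pairs of measures in 10 samples, 3% had a permutation p of at most 0.05.

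The larval libraries of the study were not analysed here. Gene positions, sequences and GC content on GRCz10 were not used here.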

Results

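Gene expression was measured by RNA sequencing in 10 rb1 brain tumors, each from a different adult zebrafish, and in 2 control pools of 3 normal adult brains each. Each of the 12 RNA samples was represented by library replicates a and b, so that 24 libraries were read. Total counts per sample ran from 18.5 to 24.95 M in tumors and were 19.8 and 21.04 M in the control pools. The comparison asks which genes change when brain tissue becomes an rb1 tumor, and whether the changes resemble those of a human embryonal brain tumor subtype. Levels are given as CPM, normalized counts per 1 M counts of a sample, as mean ± SD over 10 tumors and over 2 control sums.

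Library replicates were compared before they were combined. In the 10 tumors, the counts of libraries a and b of one tumor differed by a chi-square of 1.04 to 1.60 per degree of freedom (median 1.11), where 1 is sampling noise. Libraries of different tumors differed by at least 17.1 across 180 pairs. In the control pools the pattern was not the one the labels give. Libraries 1a and 2a, and likewise 1b and 2b, differed by 1.00 and 1.01 per degree of freedom. The 4 control pairs of different letters differed by 3.25 to 3.42, and the pairs labelled as library replicates of one pool were among them. Control libraries of the same letter, which the labels assign to different pools, did not differ beyond sampling noise (chi-square p = 0.337 and 0.25), and each such pair was counted as 1 sample in the control SD. The pools as labelled, each a sum of an a and a b library, differed by 1.01 per degree of freedom (chi-square p = 0.167). Sums of same-letter control libraries differed by 5.36. The spread between the control pools as labelled thus understates the spread between control RNA samples, and the count of changed genes is given under both sums.

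**Figure D1:**
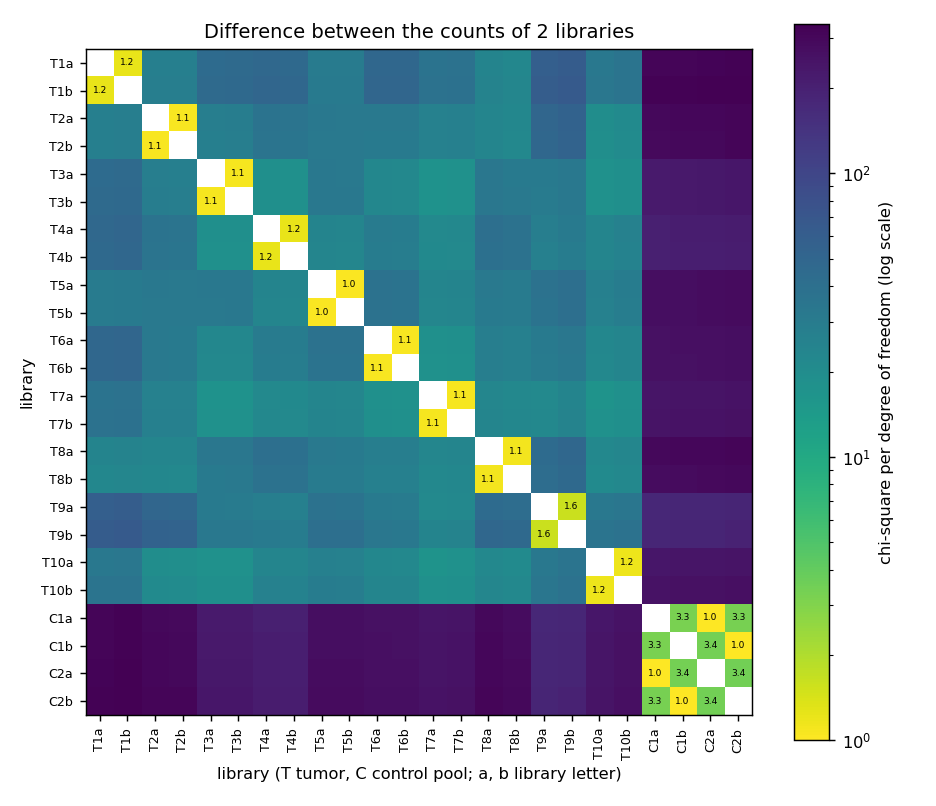
Chi-square per degree of freedom between the counts of each pair of the 24 libraries, on a log color scale, with both axes listing libraries of tumors (T) and control pools (C) by number and letter. Tumor libraries of one label differ by 1.04 to 1.60, while control libraries differ by 1.00 to 1.01 within a letter and by 3.25 to 3.42 across letters.

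The targeted gene rb1 (ENSDARG00000006782) was read in every sample. Its level was 38.6 ± 25.8 CPM in tumors (SD, n = 10), with a range of 18.8 to 101 CPM, and 14.04 ± 0.460 CPM in control sums (SD, n = 2). It was above both control pools in 10 of 10 tumors. The log2 fold change was 1.47 (SE 0.61), with an adjusted p of 0.0481 in the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, which did not reach the threshold of 0.01. Tumor 9 was the highest, and without it the log2 fold change was 1.16. Among the settings that kept all 12 samples, the largest shift was to 1.03 on the log2(FPKM + 1) scale, with adjusted p from 0.000296 to 0.1 across settings. Somatic lesions of the kind made by TALENs change the sequence of a transcript and need not change its count. The rb1 count was higher, not lower, in the targeted tissue.

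Of 20957 genes tested, 4779 were higher and 5220 were lower in tumors at an adjusted p of at most 0.01 and a change of at least 1.5-fold. Together these were 9999 genes, or 47.7% of those tested. A change of 4-fold or more was found for 1652 of the higher and 2480 of the lower genes. The median log2 fold change of all tested genes was 0.09. All 10 tumors lay above both pools for 6616 genes (31.6% of those tested) and below both for 6864 genes (32.8%). For 12 independent samples chance gives 1.52% in each direction. The pools as labelled did not differ beyond sampling noise, so the share by chance is higher than that here. Of the called genes, 4763 higher and 5219 lower ones were separated in this way. With control libraries summed by letter, 4660 genes were higher and 5262 lower, and 9825 of the 9999 calls were shared. Among the settings that kept all 12 samples, the lowest counts came from the edgeR test against a 1.5-fold change (glmTreat), with 3158 genes higher and 3792 lower. The first principal component held 61.8% of the variance. Correlations of log2 CPM across genes, which are not independent replicates, were 0.919 to 0.970 between tumors, 0.995 between the pools as labelled and 0.718 to 0.862 between a tumor and a pool.

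The study followed the chromatin adaptor gene rbbp4 and the deacetylase gene hdac1, whose products belong to the NuRD complex. The level of rbbp4 (ENSDARG00000029058) was 553 ± 80.2 CPM in tumors (SD, n = 10) and 69.6 ± 5.87 CPM in controls (SD, n = 2). Its log2 fold change was 3.0 (SE 0.20, edgeR adjusted p = 1.35e-07). The level of hdac1 (ENSDARG00000015427) was 536 ± 102 CPM in tumors and 146 ± 7.55 CPM in controls, a log2 fold change of 1.89 (SE 0.22, edgeR adjusted p = 1.26e-05). Both genes were above both pools in 10 of 10 tumors. The setting that moved them most, log2(FPKM + 1), gave 2.87 for rbbp4 and 1.77 for hdac1. The NuRD gene mbd3a (ENSDARG00000061774) rose from 16.9 ± 1.97 to 106 ± 13.1 CPM.

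Among the 16 panel genes, 10 were higher and 4 were lower past the thresholds, and the counts were the same when adjusted over the list alone. The higher genes included transcription factors of neural and oligodendrocyte precursors. The level of olig2 (ENSDARG00000040946) was 627 ± 140 CPM in tumors and 53.7 ± 6.27 CPM in controls, and that of sox10 (ENSDARG00000077467) was 1071 ± 204 against 39.2 ± 1.76 CPM. Log2 fold changes were 3.56 for olig2, 4.78 for sox10, 4.22 for sox2 (ENSDARG00000070913), 5.90 for sox8b (ENSDARG00000037782), 6.22 for erbb3a (ENSDARG00000006202) and 4.54 for erbb3b (ENSDARG00000036993). The proneural gene ascl1b (ENSDARG00000101628) varied between tumors, from 12.9 to 87.8 CPM, and had a log2 fold change of 4.52 (SE 0.89, edgeR adjusted p = 0.000697). A gene with the same symbol ascl1b (ENSDARG00000009702), chosen after its values were seen, had 3.28. The genes that fell were neurod1 (ENSDARG00000019566), from 737 ± 15.8 to 66.9 ± 49.7 CPM (log2 fold change -3.45), neurod6a (ENSDARG00000040008, -2.66), pax6a (ENSDARG00000103379, -3.04) and pax2a (ENSDARG00000028148, -3.05). The panel genes that did not pass both thresholds were rb1 and the reference gene metap1 (ENSDARG00000033440), whose log2 fold change of 0.40 (SE 0.12, edgeR adjusted p = 0.00898) was below 1.5-fold. Across settings 14 to 16 panel genes passed.

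**Figure D2:**
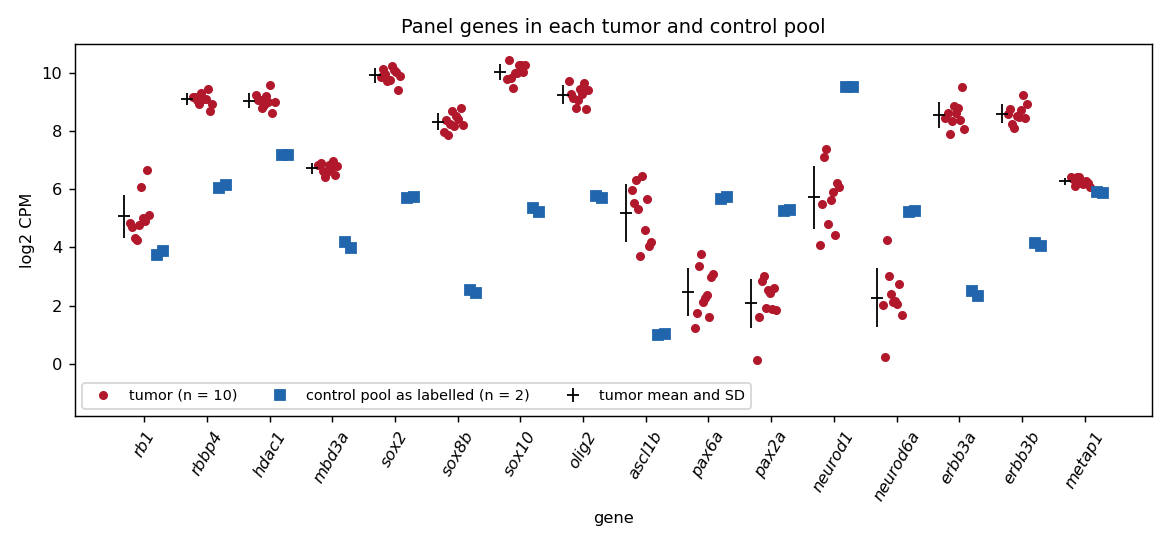
Log2 CPM of the 16 panel genes in each of 10 tumors (red circles) and 2 control pools as labelled (blue squares), with the tumor mean and SD as a cross with a bar. Tumors lie above both pools for rbbp4 and hdac1 and below both for neurod1, and the tumors spread widely for rb1 and ascl1b.

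Of the largest rises among abundant genes, 3 were measured against control levels at or under the floor of 3 counts and are given as lower bounds. The gene trip13 (ENSDARG00000025043) was at least 199-fold higher, GZMM (ENSDARG00000095384) at least 153.4-fold higher and a gene with only a clone-based name (ENSDARG00000101556) at least 137-fold higher. GZMM ranged from 0.368 to 91.1 CPM between tumors, and without tumor 1, the highest, it was at least 101-fold higher. Its edgeR adjusted p of 0.00969 was over 0.01 in 7 of the 10 fits that each left out one tumor. The G protein coupled receptor gene gpr17 (ENSDARG00000062030) rose from 5.95 ± 0.790 to 1305 ± 176 CPM, a log2 fold change of 7.79 (SE 0.26, edgeR adjusted p = 9.62e-10). E2F1 (ENSDARG00000103868) rose from 0.496 to 98.1 CPM, a log2 fold change of 7.62 (SE 0.73). The largest falls were those of f13a1a.1 (ENSDARG00000045453, log2 fold change -4.94), pth2 (ENSDARG00000022951, -4.56), rtn4rl2a (ENSDARG00000052012, -4.47), si:dkey-183j2.10 (ENSDARG00000070511, -4.44) and si:dkey-283b1.7 (ENSDARG00000053460, -4.41).

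The next comparison asks whether genes that mark the human OLIG2+/SOX10+ CNS-PNET subtype change the same way in the zebrafish tumors. Of 60 genes high in the human subtype, 54 were matched and 53 were tested. Of these, 29 were higher and 7 were lower in the zebrafish tumors, with a median log2 fold change of 1.04. Of 60 genes low in the human subtype, 59 were matched and tested. Of these, 47 were lower and 2 were higher, with a median of -2.36. Both pairs of counts were the same when adjusted over the list alone. Among settings, glmTreat moved the first count most, to 27, and limma voom with sample quality weights moved the second most, to 54. By camera with a preset correlation, the up list was higher (adjusted p = 7.45e-08) and the down list lower (adjusted p = 2.9e-11). With the correlation estimated from the data, the up list stayed past 0.05 (adjusted p = 0.0159) and the down list did not (adjusted p = 0.268). The members called against the direction of the up list with the largest changes were irx2a (ENSDARG00000001785, log2 fold change -2.47), antxr1a (ENSDARG00000025672, -1.99), FAM46A (ENSDARG00000037183, -1.72), sepp1a (ENSDARG00000093549, -1.46) and calcrla (ENSDARG00000011473, -1.41). The call of FAM46A (edgeR adjusted p = 0.00824) was lost in 6 of the 10 fits that each left out one tumor, and that of antxr1a (0.00619) was lost without tumor 2, with -1.88 (0.012, range over these fits 0.000598 to 0.012). Those against the down list were SLA (ENSDARG00000100287), at least 10.6-fold higher against a control level at the floor, and nkain2 (ENSDARG00000069427), with a log2 fold change of 2.14.

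E2F transcription factors are released when RB1 is lost, and their targets drive entry into the cell cycle. Of the 132 E2F targets, 119 were higher and 2 were lower, with a median log2 fold change of 3.23, and the counts were the same when adjusted over the list alone. The study picked this list on these libraries, so the count is not independent evidence. The members that fell were smc1a (ENSDARG00000055754, log2 fold change -2.25) and paics (ENSDARG00000033539, -1.20). In the RB pathway list, 28 genes were tested, 19 were higher and 3 were lower, with a median of 2.32. Beside E2F1, the activator genes E2F2 (ENSDARG00000079233) and e2f3 (ENSDARG00000070463) had log2 fold changes of 4.68 and 3.86. The genes e2f7 (ENSDARG00000008986) and e2f8 (ENSDARG00000057323) had 4.25 and 5.25, e2f4 (ENSDARG00000101578) had 1.13, and si:ch211-195d17.2 (ENSDARG00000008119) had 0.75. Cyclin and kinase genes rose by 6.11 for ccne2 (ENSDARG00000098529), 5.55 for ccne1 (ENSDARG00000098622), 5.12 for cdk2 (ENSDARG00000026577), 4.44 for cdk6 (ENSDARG00000070228) and 0.86 for cdk4 (ENSDARG00000087937). The dimerization partner genes tfdp1a (ENSDARG00000019293), tfdp1b (ENSDARG00000016304) and tfdp2 (ENSDARG00000042835) had 2.50, 2.14 and 2.50. Inhibitor genes were higher for cdkn1ca (ENSDARG00000010878, 4.83), cdkn2c (ENSDARG00000057610, 3.56) and cdkn1bb (ENSDARG00000054271, 0.85) and lower for cdkn2a/b (ENSDARG00000037262, -1.75). Of the RB1 relatives, rbl1 (ENSDARG00000008141) was higher (1.81) and rbl2 (ENSDARG00000045636) was lower (-0.89), and ccnd2a (ENSDARG00000051748) was lower (-1.52). These directions held under each scaling tried.

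Subunit genes of NuRD and of the histone methyltransferase complex PRC2, which both contain the rbbp4 product, were compared next. Of 15 NuRD genes, 10 were higher, and the median log2 fold change was 1.03. Besides rbbp4, mbd3a and hdac1, these were rbb4l (ENSDARG00000015208, 2.27), cdk2ap2 (ENSDARG00000103145, 2.31), gatad2ab (ENSDARG00000006192, 1.78), chd4a (ENSDARG00000063535, 1.48), chd4b (ENSDARG00000025789, 1.03), mta2 (ENSDARG00000013031, 0.93) and mta1 (ENSDARG00000007198, 0.90). Of 12 PRC2 genes, 9 were higher and 3 were lower, with a median of 1.87. The catalytic subunit genes moved in opposite directions: ezh2 (ENSDARG00000010571) had a log2 fold change of 3.03 (SE 0.28, edgeR adjusted p = 2.37e-06) and ezh1 (ENSDARG00000037894) had -2.55 (SE 0.39, edgeR adjusted p = 0.000103). The core genes eed (ENSDARG00000099640), suz12a (ENSDARG00000070256) and suz12b (ENSDARG00000098924) had 1.54, 2.41 and 1.56. Accessory genes were higher for phf19 (ENSDARG00000078050, 4.18), mtf2 (ENSDARG00000005590, 2.98), jarid2b (ENSDARG00000062268, 2.18) and aebp2 (ENSDARG00000006038, 1.24), and lower for phf1 (ENSDARG00000057439, -2.09) and jarid2a (ENSDARG00000060925, -0.73). Each of these genes kept its direction under each setting tried.

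Marker lists were used to describe which cell types and programs the tumor RNA represents relative to normal brain. Mature neuron genes were lower for 26 of 27 genes (median log2 fold change -2.66). Purkinje cell genes were lower for 12 of 12 (median -2.81), cerebellar granule cell genes for 12 of 13 (median -3.23) and forebrain genes for 10 of 13 (median -2.63, and -1.35 at the other end of the scalings). Radial glia genes were lower for 9 of 14 and higher for 1 (median -1.48). Microglia and macrophage genes were higher for 16 of 22 (median 2.31). Oligodendrocyte precursor genes were higher for 9 and lower for 5 of 17 (median 1.38), and 7 of the 17 are also in a list of the study. Mature oligodendrocyte genes went both ways, with 5 higher and 3 lower of 12, and their median of 0.08 became -0.05 on the log2(FPKM + 0.1) scale. T cell genes had a median of 1.81 over 10 genes, with 1 called, and 0.40 on the log2(FPKM + 1) scale. Skeletal muscle genes were lower for 5 of 12 (median -1.58, and -0.27 at the other end of the scalings). Erythrocyte genes were lower for 2 of 9, with a median of -0.42, and -0.86 without tumor 10. Endothelial genes were higher for 2 and lower for 2 of 16, with a median of 0.00 that lay between -0.09 and -0.02 under the other scalings. Photoreceptor genes had a median of 0.32 over 12 genes with 1 called, which was -0.51 on the log2(FPKM + 0.1) scale and -0.70 without tumor 10. Germline and meiosis genes were higher for 4 and lower for 4 of 26, with a median of 0.85 that was 0.09 on the log2(FPKM + 1) scale. Genes activated by p53 were higher for 12 and lower for 6 of 29 (median 0.45). Of 10 hox genes tested, 2 were lower, and the median was 1.96, or 0.76 with genes at the control floor set to their bound. The hox median was 3.10 without tumor 8 and 0.10 on the log2(FPKM + 1) scale. The mean log2 CPM of the hox list was 1.77 in tumor 6 and between -2.08 and -0.29 in the other tumors. It was -1.34 and -1.35 in the control pools, so the positive median does not show a rise shared by the tumors.

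Of the 23 lists, camera with a preset correlation called 14 at an adjusted p of at most 0.05. Fry called these 14 and also mature oligodendrocytes, T cells and skeletal muscle, 17 in all. With an estimated correlation, camera called 6: the CNS-PNET up list, the E2F targets, the panel, the RB pathway, PRC2 and the oligodendrocyte precursors. Like the E2F targets, most panel genes were reported by the study as changed in these libraries, so neither list is independent evidence. The lists also overlap. Of the matched members, 6 of 29 in the RB pathway and 3 of 12 in PRC2 are also in a list of the study, the panel included. In the CNS-PNET up list, 10 of 54 are in another list.

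**Figure D3:**
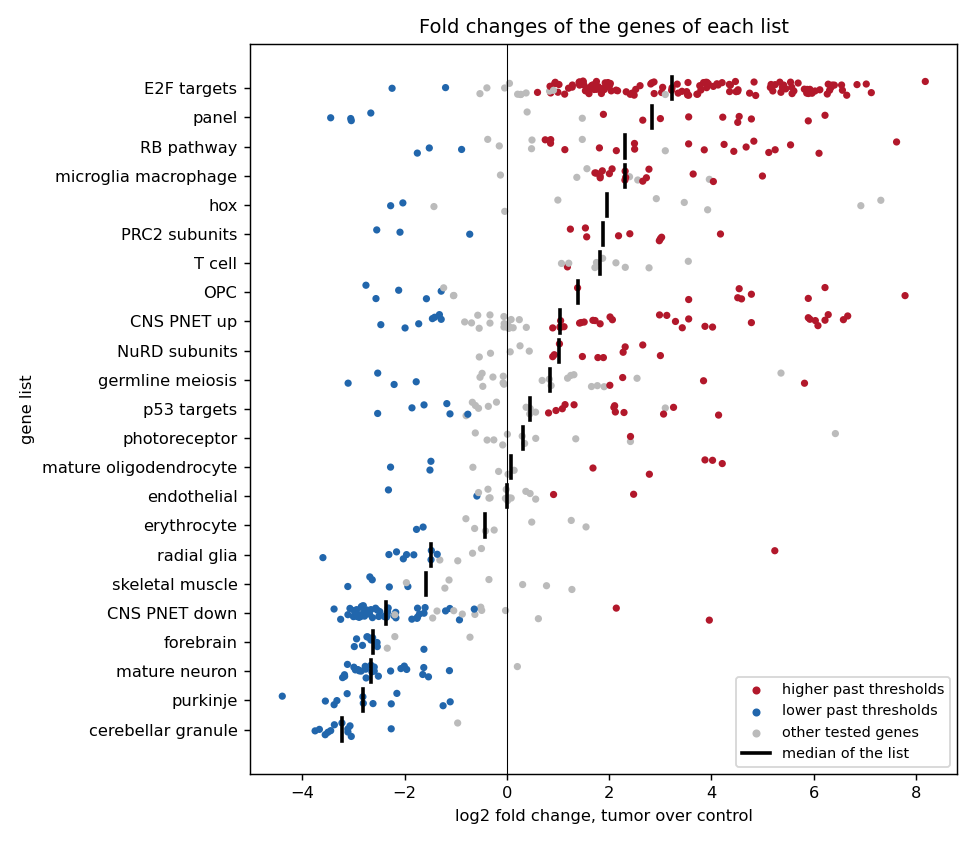
Log2 fold change of tumor over control for each tested gene of the 23 lists, with lists on the vertical axis in order of their median (black bar); red and blue points passed the thresholds. Medians run from 3.23 for the E2F targets to -3.23 for cerebellar granule cell genes, and the sign of the median changes with the scaling for mature oligodendrocyte and photoreceptor genes.

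Across the 10 tumors, 4 relations were tested to ask whether the followed genes track the E2F program from tumor to tumor. Neither rbbp4 nor hdac1 is in the E2F list. The paper nevertheless describes RBBP4 as a target of E2F, and hdac1 as no direct target. The relation of hdac1 to the mean log2 CPM of the E2F targets had r = 0.788 (permutation p = 0.00616, adjusted 0.0123) and rho = 0.782 (permutation p = 0.0108, adjusted 0.0217), and r was 0.809 without the 2 tumors farthest from the median of hdac1. For rbbp4, r was 0.692 (permutation p = 0.0245, adjusted 0.0327) and rho was 0.624 (permutation p = 0.0597, adjusted 0.0796). Without the 2 farthest tumors r fell to 0.518, so this relation rests on those tumors. Scaling by library size gave 0.459 for rbbp4 (permutation test, adjusted p = 0.24, range over settings 0.0278 to 0.24) and 0.656 for hdac1 (adjusted p = 0.0769, range 0.00792 to 0.0769), and at this scaling neither reached 0.05. The relation of olig2 to sox10 was not past 0.05 (r = 0.369, permutation p = 0.294, adjusted 0.294; rho = 0.20, permutation p = 0.58, adjusted 0.58), and r without the 2 farthest tumors was -0.04, but 0.662 with library size scaling and 0.663 on log2(FPKM + 1), so this check turned with the scaling. The E2F target mean fell as the mature neuron mean rose, with r = -0.864 (permutation p = 0.00121, adjusted 0.00484), rho = -0.903 (permutation p = 0.00064, adjusted 0.00256) and r = -0.837 without the 2 farthest tumors. The library letter is the only batch in the labels, and every tumor has both letters. In libraries a and b taken alone, r was 0.702 and 0.698 for rbbp4, 0.790 and 0.803 for hdac1, 0.321 and 0.410 for olig2 with sox10, and -0.867 and -0.868 for the E2F and neuron means.

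**Figure D4:**
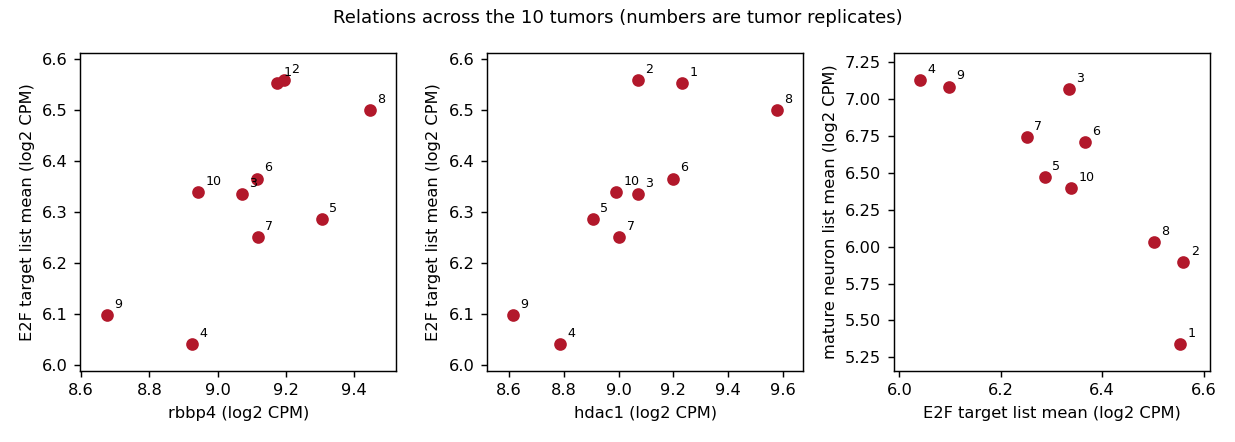
Each point is 1 of 10 tumors, numbered by replicate, on log2 CPM axes: rbbp4 against the E2F target mean, hdac1 against the E2F target mean, and the E2F target mean against the mature neuron mean. Pearson's r is 0.692, 0.788 and -0.864, and tumors 4 and 9 are low in the E2F targets and high in neuron genes.

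Genes were also grouped by chromosome, to describe shifts of a whole chromosome in single tumors. Of 250 pairs of tumor and chromosome, 22 passed an adjusted p of 0.05 in both libraries, and 7 of these had a shift of at least 0.1 on the log2 scale in both. The permutation p of each of the 7 was 0.0001, the smallest that 10000 permutations can give (adjusted p 0.0018 and 0.0016 in libraries a and b). The chromosome that carries erbb3b and E2F1 was shifted by 0.36 and 0.34 in libraries a and b of tumor 2, by 0.33 and 0.31 in tumor 8 and by 0.19 and 0.19 in tumor 10. The chromosome that carries cdkn2c and phf19 was shifted by 0.33 and 0.31 in tumor 6. The chromosome that carries rbbp4, hdac1, e2f3 and cdk6 was shifted by 0.28 and 0.27 in tumor 8. The chromosome with olig2 and neurod1 was shifted by 0.18 and 0.17 in tumor 1, and a chromosome that carries no named gene by -0.15 and -0.16 in tumor 5. In the other pairs the shift lay between -0.08 and 0.11. Using only the 5291 placed genes with a mean log2 CPM over 5 gave 8 such pairs.

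**Figure D5:**
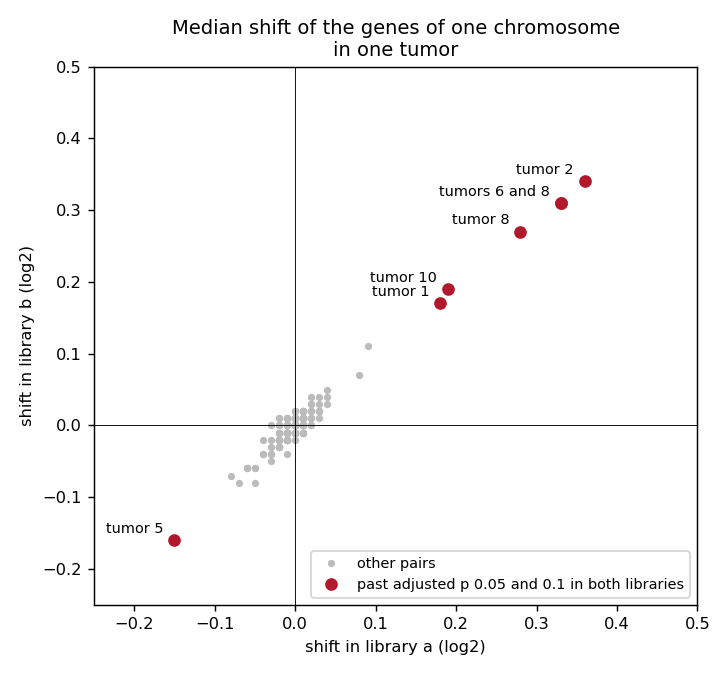
Median shift in log2 CPM of the genes of a chromosome in a tumor, against the median of the 10 tumors, in library a (horizontal axis) and library b (vertical axis), with 1 point for each of 250 pairs. The 7 red points passed the threshold and 0.1 in both libraries, and the other pairs lie between -0.08 and 0.11.

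The comparison was set beside that of the authors. In the authors' deposited table of 24700 genes, 5419 were higher and 5684 lower at the same thresholds. Of the 9999 genes called by edgeR, 9910 (99.1%) were called in the same direction in the authors' deposited table. A further 1112 of the genes tested here were called in the authors' deposited table alone, and 89 by edgeR alone. The log2 fold changes of edgeR and of the authors' deposited table had r = 0.985 across 20957 genes, which are not independent replicates. DESeq2 on the samples summed by label gave 5393 higher and 5675 lower genes, of which 11045 were shared with the authors' deposited table. Its log2 fold changes had r = 0.987 with those of that table across 24700 genes. With shrunken fold changes, DESeq2 gave 5415 higher and 5676 lower genes, of which 11087 were shared, and r was 0.9998. Of these settings, the shrunken fold changes were thus the closest to the deposited ones.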

Values the study reported

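The study reported that olig2 was 11.2-fold and ascl1b 18-fold higher in rb1 tumors than in normal adult brain. For the chromatin genes it reported rises of 7.8-fold for rbbp4, 3.6-fold for hdac1 and 6.1-fold for mbd3a. Out of 3302 genes it listed as transcriptional regulators, it counted 1191 as differentially expressed in the tumors.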

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

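All tests in this part were chosen after the results they bear on had been seen. Across 102 measures in the 10 tumors, a measure was singled out where the highest or lowest tumor was separated from the next by a large share of the whole range. This picked out 10 measures, where chance alone gives 5.1, so several of them are what chance would give.

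For 6 named genes a single tumor was far from the others. The log2 CPM of pax2a was 0.12 in tumor 1, and the next lowest tumor had 1.59. E2F1 was at 7.80 in tumor 8, and the next highest was 6.84. E2F2 was at 6.41 in tumor 10 (next 5.78), and e2f4 was at 6.88 in the same tumor (next 6.21). In tumor 9, cdk6 was highest at 8.36 (next 7.76) and cdk2ap2 was lowest at 4.77 (next 5.52). A fault of one library is argued against, because in 6 of these 6 genes the tumor was at the same extreme in both of its libraries. An extra or missing copy of the chromosome is argued against as the whole cause, since the genes of the chromosome were shifted by 0.01 in tumor 1 for pax2a, by 0.00 in tumor 10 for both E2F2 and e2f4, and by -0.04 for cdk6 and -0.01 for cdk2ap2 in tumor 9. For E2F1 in tumor 8 the chromosome was shifted by 0.32, against a difference of 1.34 between E2F1 and its median over the tumors, so a chromosome gain could supply only part of it. A change of the gene's own locus, its regulation, and the make-up of the tissue stay open and were not tested, and the design names no group that would separate the tumors.

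The mean log2 CPM of the photoreceptor list was 2.06 in tumor 10, and the next highest tumor had -0.67. Of the 12 genes tested, 10 were highest in tumor 10, among them gnat1 with 49.8 CPM. Of photoreceptor genes outside these 12, saga had 9.31, gngt1 25.8 and rbp4l 16.6 CPM there, and all of these genes were chosen after their values were seen. Photoreceptor genes are used by the retina and by the pineal organ, which lies on the roof of the diencephalon. Retinal tissue is argued against, since the rod opsin gene rho was at 6.11 CPM, only 0.123 of the level of gnat1, while rod opsin is the more abundant of these transcripts in rods. Pineal tissue has what it needs: aanat2, a melatonin enzyme gene, was at 33 CPM in tumor 10 and at most at 0.970 CPM in the other tumors. The melatonin gene asmt was at 20.7 CPM, against at most 2.27 CPM. Pineal tissue in the dissected piece of tumor 10 is therefore a candidate source, as a hypothesis. Whether it was normal tissue or part of the tumor was not tested.

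The hox list mean was 1.77 in tumor 6, and the next highest tumor had -0.29. Of the 10 hox genes tested, 7 were highest in tumor 6, and hoxb3a reached a log2 CPM of 6.10, hoxb7a 5.04 and hoxb2a 4.57 (genes chosen after their values were seen). Admixed caudal hindbrain or spinal cord and expression by the tumor cells themselves cannot be told apart. The mature neuron mean of tumor 6 was 0.12 above the median of the tumors, a difference within the spread of 0.59 (SD, n = 10) between tumors, and a small share of caudal tissue would leave no more trace in that mean.

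Tumor 1 was the least like the other tumors, with a median r of 0.932 to them, where the next lowest had 0.954. Low depth is argued against, because tumor 1 had 22.4 M counts, close to the tumor mean of 22.5 M. A different mixture of normal brain and immune cells and a change within the tumor cells themselves cannot be told apart. Over the 6856 genes less than 1.5-fold apart between the 9 other tumors and control, the separation of tumor 1 was 0.269 of the range between tumors, against 0.701 over all genes tested. A different mixture would lower this separation. A change within the tumor cells could lower it too, where it falls on genes that differ between tumor and brain, which was not tested. With tumor 1 included in the choice of genes the value was 0.031, but that choice removes genes in which tumor 1 departs. Tumor 1 was the highest for 12 of 22 microglia and macrophage genes and for 6 of 10 T cell genes, and it was the lowest in the Purkinje cell list. The design names no group that would separate tumor 1.

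Libraries a and b of tumor 9 differed by a chi-square of 1.60 per degree of freedom, where the next highest tumor had 1.21. Gene length bias of the preparation is argued against, since a separate scaling in each of 20 classes of exonic length left the value at 1.56. Low depth is argued against as well. Tumor 9 had the fewest counts, 18.5 M, but sampling noise is already accounted for in this measure and gives 1. What separated these libraries was not found, and no biological explanation applies to libraries of one RNA sample.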

How the results depend on the processing

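The fold changes of rb1, rbbp4 and hdac1 were recomputed under 30 other settings. The counts of changed genes and of panel and list genes were recomputed under 28 of these, without the 2 that leave out a control pool. Adding 3 settings, in which control libraries were summed by letter (in edgeR and in DESeq2) or DESeq2 fold changes were shrunken, was decided after seeing the data. The fold changes of rb1, rbbp4 and hdac1 kept their direction under each of the 30. Apart from fits that left out a sample and the block on replicate numbers, rbbp4 lay between 2.87 and 3.06, hdac1 between 1.77 and 1.93, panel genes between 14 and 16, CNS-PNET up genes between 27 and 29, CNS-PNET down genes between 41 and 54, and E2F targets between 111 and 122.

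The call of rb1 depended on the setting. Its log2 fold change was 1.23 with limma voom and sample quality weights, 1.51 with 24 libraries as separate samples and 1.47 at an adjusted p of at most 0.05 without a fold threshold, and rb1 passed under each of these 3. The last relaxes the threshold by construction, and separate libraries count each RNA sample more than once. For voom the cause was not tested. Across settings its adjusted p ran from 0.000296 to 0.1. The number of genes higher in tumor was 3158 under glmTreat, which by construction asks for evidence beyond 1.5-fold, and 3792 were lower. At an adjusted p of 0.05 without a fold threshold 6635 were higher and 6630 lower, and with voom 6265 and 6815. The share of called genes that were higher stayed between 43.7% and 52.3% in the settings other than fits without a sample. The median of all genes was 0.088 in the main setting and -0.045 on the log2(FPKM + 0.1) scale, a shift that also enters the list medians. Marker lists called were 6 with camera and an estimated correlation, against 14 with the preset one of 0.01. In the lists lost, the estimated correlation between genes ran from 0.235 for radial glia to 0.706 for mature neurons. In the lists kept it ran from -0.015 to 0.055, apart from the E2F targets at 0.397. The lists lost were thus those with correlations far above the preset value.

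The relations to the E2F target mean were weaker under scalings without a composition factor. For rbbp4, r was 0.459 with library size scaling and 0.463 on log2(FPKM + 1). For hdac1, r was 0.656 and 0.666. After adjustment none of these 4 passed 0.05 (for hdac1 the permutation p was 0.0385 and 0.0345, adjusted 0.0769 and 0.0691), and the cause was not tested. Without tumor 8, r was 0.648 for rbbp4 and 0.832 for hdac1.

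Across the 10 fits that each left out one tumor, the genes higher in tumor ran from 4549 to 5046 and those lower from 4738 to 5391. The log2 fold change ran from 1.16 to 1.60 for rb1 (edgeR adjusted p from 0.0273 to 0.0594), from 2.98 to 3.07 for rbbp4 and from 1.86 to 1.96 for hdac1. Panel genes stayed at 14, CNS-PNET up genes at 29, CNS-PNET down genes ran from 42 to 47 and E2F targets from 118 to 119. Among other named genes, the call was lost in 7 of the 10 fits for GZMM, in 6 for FAM46A and in 1 for antxr1a, with no change of direction. With 1 pool left, rb1 was at 1.40 without control pool 1 and 1.55 without control pool 2, as values with no test. As labelled, each pool holds both control RNA samples by the measure of library pairs, so these 2 values do not show how far control RNA samples differ.

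The labels give no shared origin to tumors and pools of one replicate number. Same-numbered tumors and pools had deviations with r = 0.011 and 0.017, but these values cannot show a pairing, since the pools as labelled did not differ beyond sampling noise (1.009 per degree of freedom, chi-square p = 0.167). With the number as a block, tumors 1 and 2 against pools 1 and 2 gave 3371 genes higher and 3686 lower, and rb1 was at 0.95 (edgeR adjusted p = 0.0161, where the other settings gave 0.000296 to 0.1). This fit holds 4 samples.

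Of 2117 values of 71 other named genes under an alternative, 2060 stayed on their side of the threshold. Of the rest, 50 were weaker, 1 was stronger (metap1 at an adjusted p of 0.05) and 6 moved, and these changes fell on 21 genes. Most under one setting were the 13 weaker under glmTreat and the 12 under the block. Of the gene set tests under fry or an estimated correlation, 35 were the same, 8 weaker and 3 stronger. The 6 that moved were values of GZMM, trip13, ccne1 and ENSDARG00000101556 with 1 pool left, all genes with few control counts. Chromosome shifts numbered 7 over genes with a mean log2 CPM above 2 and 8 above 5.

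In simulated data of 20957 genes with 200 changed, 66% of genes changed 4-fold and 11% of genes changed 2-fold were called. The adjustment of p depends on how many genes change, and 9999 genes were called here. These shares therefore do not carry over to the tumor data. A gene left uncalled here can still have an estimate over 2-fold, as rb1 had with a log2 fold change of 1.47.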

Other observations

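All tests in this part were chosen after the results they bear on had been seen. Among the 66 ways to split the 12 samples into 10 and 2, only 1, the real one, gave as many genes past the thresholds as the 9999 found. The other splits gave at most 2 genes. Each of them leaves at least 1 control pool among the 10, where the difference of tumor and control adds to the spread. Few genes could then be called, so these splits do not measure how often a call is false.

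The control libraries resembled each other by letter and not by pool number. Of 15503 genes with at least 100 control counts, 79 were at least 2-fold apart between letters at an adjusted p of 0.01 by the counts of these libraries, 31 higher in a and 48 lower, with a median size of 1.43 on the log2 scale. This compares these libraries only. The largest differences were in znf1179, with 95 counts in the a libraries and 2658 in the b libraries, and in abca12, with 350 and 13 (genes chosen after their values were seen). An effect of the sequencing lane is argued against, since libraries a and b of the tumors were sequenced in the same way and the median size of their difference at these genes was 0.08. An exchange of libraries 1b and 2a, at any step from RNA to table, is a candidate explanation, under which 1a and 2a would be library replicates of one pool and 1b and 2b of the other. By the counts alone, this exchange cannot be told apart from other ways in which libraries of one letter came to share an RNA. A difference between lanes common to all tumors could have marked in the counts which control libraries shared a lane. The counts held none to use: the ratios of a over b averaged over tumors 1 to 5 and over tumors 6 to 10 had r = 0.007 across 10446 genes. The read quality scores that the study reports do differ between the letters, and the control libraries follow their letters there. Those scores describe the reads and do not show which count column holds them. The study also reports read numbers. In every tumor, the library with more reads also had more counts. For the controls, the study gives fewer reads to the a libraries than to the b libraries. Count totals were instead 9.87 and 9.88 M in 1a and 1b, and 10.4 and 10.6 M in 2a and 2b. An exchange of count columns 1b and 2a would put the lower totals with the fewer reads. These values argue against causes that leave the columns as labelled. Whatever the cause, it leaves the comparison of tumors with controls nearly unchanged, with 9825 of 9999 calls shared when control libraries were summed by letter.

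Genes of the circadian clock stood out between the control letters, and the lists of its arms were written after this was noticed. Of 21 genes of the PER and REV-ERB arm, 20 were lower in the a libraries, with a median log2 ratio of -0.98. Single genes, chosen after their values were seen, were per1b with 990 and 4237 counts in a and b, ciarta with 95 and 690, and nr1d1 with 964 and 3000. The BMAL and CLOCK arm, which peaks at the opposite time of day, moved the other way, with a median of 0.23 over 8 genes and 6 of them higher in a. The lane is argued against, because the PER and REV-ERB arm had a median of 0.00 between libraries a and b of the tumors. A difference in the time of day at which the brains of each control pool were dissected is a candidate explanation that has the opposite movement it needs. The labels give no time of dissection, so this stays a hypothesis.

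Tumors differed in the level of neuron genes. The Purkinje cell list was at 5.40% to 25.1% of the control level and the granule cell list at 3.10% to 23.2%. Across the 10 tumors the means of the mature neuron, granule cell and Purkinje cell lists went together, with r of at least 0.918 between any pair. Admixed normal brain may be the common source, since Purkinje and granule cells are different neuron types that tissue would bring together. Radial glia genes followed (r = 0.844 with the mature neuron mean), while mature oligodendrocyte genes did not (r = -0.262) and microglia genes went the other way (r = -0.694). If so, part of the spread between tumors, and of the inverse relation between the E2F targets and neuron genes, would be a matter of tissue purity. The same could hold for part of the relations of rbbp4 and hdac1 to the E2F targets. Both genes and most of these targets are lower in normal brain, and the relations were not tested with purity taken into account. A graded loss of neurons within the tumors was not tested.

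The shifts of whole chromosomes in single tumors had a spread and a size that can be compared with a change in copy number. A fault of one library is argued against, because the shifts in libraries a and b had r = 0.983 over the 250 pairs of tumor and chromosome. In 5 of the 7 shifts, found in 4 tumors, each of the 4 equal parts of the chromosome was raised by at least 0.13. The part nearest to 0 had 0.31 in tumor 2, 0.27 in tumor 8 and 0.13 in tumor 10 for the chromosome with erbb3b, 0.30 in tumor 6 for the one with cdkn2c, and 0.22 in tumor 8 for the one with rbbp4. This argues against a local group of co-regulated genes. Between 75.5% and 82.0% of the genes of these chromosomes were above 0. A different mixture of normal and tumor cells is argued against, since genes less than 1.5-fold apart between tumor and control still showed a shift of at least 0.16. An extra copy of the chromosome in part or all of the cells has what it needs: the highest part was raised by 0.42, under the 0.585 that 3 copies over 2 would give. These rises are therefore consistent with aneuploidy, as a hypothesis from RNA alone. In the other 2 shifts, a local group of genes and a gain or loss of part of a chromosome cannot be told apart, because the part nearest to 0 was at 0.05 in tumor 1 and at 0.00 in tumor 5, and the genes could be placed only on another assembly.

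One of these rises bears on the genes that the study followed. In tumor 8, rbbp4 was at a log2 CPM of 9.45 and hdac1 at 9.58, where the highest of the other 9 tumors had 9.30 and 9.23. Both genes lie on the chromosome that was raised in that tumor, where the part nearest to 0 had 0.22, so a gained copy could add to their level there. It would not account for their rise over normal brain, which was found in 10 of 10 tumors.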
